A study of Mus musculus with 4 samples.

How the data were processed

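Gene expression was measured in NIH-3T3 cells, an immortalized mouse embryonic fibroblast line. Fibroblasts that received microvesicles purified from the medium of cultured cardiomyocytes were compared with control fibroblasts. Microvesicles are small membrane-bound particles released by cells. There were 2 groups of 2 samples, each on its own array. Per the labels, the cells were kept in Claycomb medium, total RNA was extracted with a column kit and amplified, and the product was labelled with Cy3 and hybridized to Illumina bead arrays. The labels do not say whether the replicates were separate cultures, so p-values measure only the spread between these samples, which may be technical. The labels place all 4 arrays on 1 chip, the controls at positions A and B and the microvesicle arrays at G and H. Each of these 4 positions held 1 array, so 0 positions held both groups. Chip position and group cannot be told apart.

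The submitters' processing notes name BeadStudio version 3.3. The deposited non-normalized table holds intensity values, the mean brightness of the beads of a probe, with no background subtracted and no normalization between arrays. The deposited detection p-value of a probe states how its brightness compares with that of the negative controls on the array. The number of beads and their standard error were deposited as well and were used only to describe the arrays. The deposited processed intensity values are on a linear scale, background-subtracted, with medians of 0.855, 0.857, 0.856 and 0.857 on the arrays of control replicates 1 and 2 and microvesicle replicates 1 and 2. Their normalization method is not given in the sources used here. Differences between arrays in the processed table and in the values computed here correlated over the kept probes with r from 0.991 to 0.996. Genes are not independent replicates in these correlations.

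Values were computed in R 4.3.3 with limma 3.58.1. The function neqc corrected the background by a normal-exponential model with the control distribution inferred from the detection p-values, added an offset of 16, applied quantile normalization and took log2. The offset and the background compress the fold changes of dim probes. Probes with a detection p under 0.05 on both arrays of at least 1 group were kept, 3762 of 25697 (14.6%). Group differences were tested with lmFit and eBayes with group as the only term, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. An exact permutation test of 2 against 2 arrays cannot give a two-sided p below 0.333 and was not used. A probe not detected on either array of a group has only a bound there. Its change was given as at least N-fold, from the mean of the group that detected it against, per dim array, the higher of the lowest signal among detected probes and the probe's own signal. The number of arrays limits the precision of every value.

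A platform annotation table gave 1 symbol for 23978 probes, several for 0 and none for 1719, covering 16593 genes. The Entrez identifiers of 23962 probes were found in the RefSeq gene table of assembly GRCm38.p6, and 0 symbols differed. No coordinates were used. Of the kept probes, 3535 had a symbol, for 3092 genes.

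The comparison, its test, 24 gene lists and the rule for named genes were fixed before the data were examined. Each list used 1 probe per gene, the one with the highest mean log2 signal over the 4 arrays. Lists with at least 5 kept members were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 19 lists. The macrophage and leukocyte, endothelial, adipocyte, cardiomyocyte and hyaluronan lists had too few kept members. The rule named the 12 largest rises and the 12 largest falls among probes with 1 symbol that passed and had both microvesicle arrays beyond both control arrays, each gene by its probe with the larger change. Per list it named up to 2 members that rose and up to 2 that fell, or the 2 members with the largest absolute change where none passed. Tgfb1, Tgfb2, Has2, Acta2, Col1a1, Nppa, Myh6 and Actc1 were always given. Other genes named below were chosen after their values were seen.

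The test per probe and the list test were tried on simulated data. Independent normal noise was drawn around the mean normalized signal of each kept probe, with variances from the distribution that limma fitted. Among 3762 simulated probes of which 200 were changed, 69.0% of 2-fold changes were recovered and 11.0% of calls were false. For 4-fold changes these shares were 98.5% and 2.48%. With no change, 0 probes were called. The list test called 1 of 19 lists, the 1 that had been shifted. Normalization, the detection filter, brightness differences between arrays and correlation between genes were not simulated, so these shares do not cover errors from them.

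Alternatives were no background correction, median scaling in place of quantile normalization, the submitters' processed values (negative values set to 0, offset 16, log2), no detection filter, detection p under 0.01 on all 4 arrays, eBayes with trend and robust estimation, the replicate number as a block, stricter thresholds, 1 value per gene, camera with an estimated correlation, fry, and leaving out each array. Median scaling over the kept probes alone and a crossed replicate block were added after the data had been seen.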

Results

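Total RNA from NIH-3T3 fibroblasts was measured on 4 arrays, 2 of control cells and 2 of cells that had received cardiomyocyte microvesicles. Each array carried 25697 probes. The arrays were dim, with median brightness from 39.9 to 41.2. The 95th percentile of brightness was 76.2 and 115 in control replicates 1 and 2 and 75.1 and 59.6 in microvesicle replicates 1 and 2. The probes detected numbered 4385, 5272, 4875 and 3757 in the same order, and 17771 probes (69.2%) were detected on no array. Over the kept probes, normalized log2 signals correlated across genes with r = 0.976 between the controls, 0.974 between the microvesicle arrays and 0.926 to 0.938 between groups. The arrays lay on 1 chip, and 0 positions on it held both groups.

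The comparison addressed how gene expression in fibroblasts differed after microvesicles from cardiomyocytes had been transferred to them. Inmt, which encodes an indolethylamine N-methyltransferase, had the largest rise. Its normalized log2 signal was 4.32 ± 0.01 in controls and 9.63 ± 0.12 with microvesicles (SD, n = 2), an at least 36.9-fold rise, since neither control array detected it (limma adjusted p = 8.0e-06). Spon2, which encodes a secreted matrix protein, rose by 4.06 on the log2 scale, from 5.75 ± 0.15 to 9.81 ± 0.14 (SD, n = 2, limma adjusted p = 4.7e-05). Selenow, which encodes a selenoprotein, rose by 2.76 (SE 0.19, adjusted p = 6.4e-04). Crabp1, which encodes a retinoic acid binding protein, had the largest fall in this setting, and the order of the falls differed between settings. Its signal went from 7.85 ± 0.23 to 6.01 ± 0.72 (SD, n = 2, log2 fold change -1.85, limma adjusted p = 0.0168). Igfbp4, which encodes a binding protein of insulin-like growth factors, had a log2 fold change of -1.81 on 1 probe (SE 0.18, adjusted p = 0.0039) and of 0.02 on its other kept probe (adjusted p = 0.961).

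The other large rises were in Fdps (2.29), the transcriptional repressor gene Hic1 (2.24), Sqle (2.21), the histone genes H2ac20 (2.21) and H2ac24 (2.09), which closely resemble other H2A genes in sequence, the cytochrome b5 reductase gene Cyb5r3 (2.14), the thymosin gene Tmsb10 (2.12), the cytochrome P450 gene Cyp2d22 (1.91) and the tropomyosin gene Tpm1 (1.90), with log2 fold changes in parentheses. Their adjusted p-values lay between 0.0015 and 0.0051. The other large falls were in Glis1 (-1.76), Uaca (-1.71), Akap8l (-1.68), Hsd11b1, Tle6 (-1.66), Nlgn2 (-1.64), the complement gene C4b (-1.63), the histone deacetylase gene Hdac11 (-1.61), Txnip (-1.61) and Fbrsl1 (-1.60). Their adjusted p-values lay between 0.0049 and 0.0113. The named probe of Hsd11b1, which encodes an enzyme that regenerates active glucocorticoid, was not detected on either microvesicle array and was at least 2.83-fold lower there. Its 2 other kept probes did not pass (at least 1.86-fold lower, adjusted p = 0.06, and a log2 fold change of -0.31, adjusted p = 0.347). Nlgn2 and Hdac11 were detected on 1 of the 2 microvesicle arrays.

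**Figure D1:**
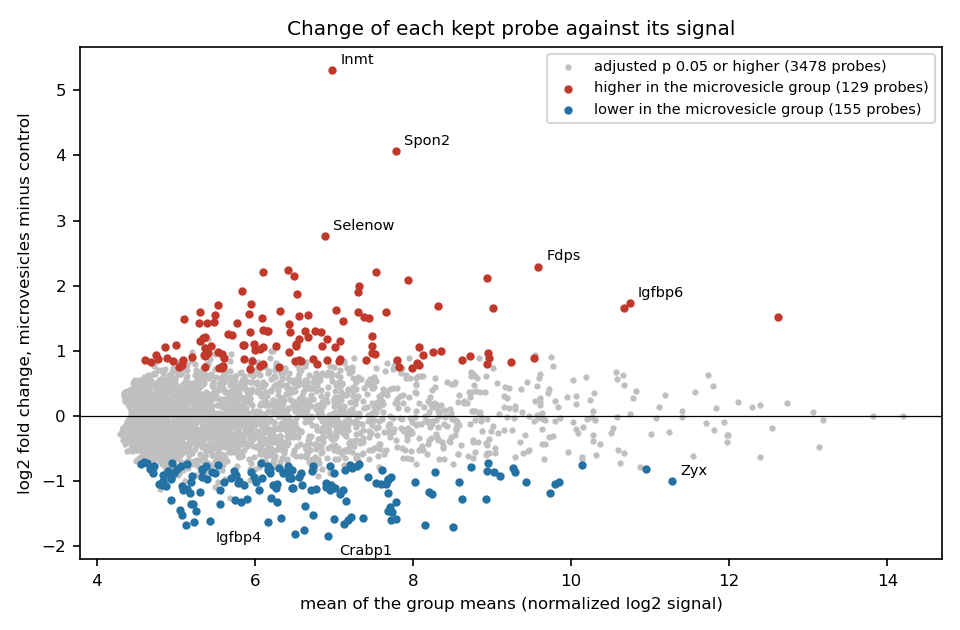
Log2 fold change (microvesicles minus control) of each of the 3762 kept probes against the mean of the group means in normalized log2 signal, 1 point per probe. The 129 probes that were higher and the 155 that were lower at adjusted p under 0.05 are coloured, and Inmt lies highest. Probes not detected in a group are drawn at their measured difference.

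**Figure D2:**
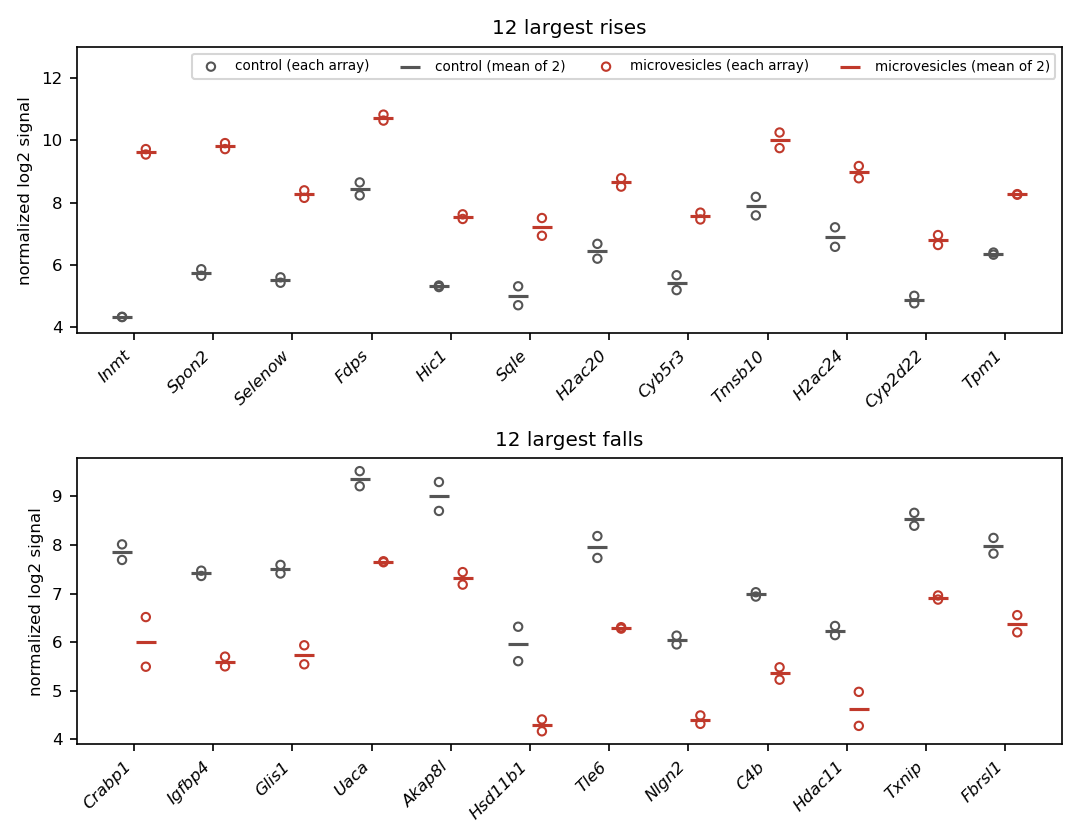
Normalized log2 signal on each array (circles) and the mean of 2 arrays per group (bars) for the 12 largest rises and the 12 largest falls. In every gene shown both microvesicle arrays lie beyond both control arrays, which was part of the rule that chose these genes.

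Of 3762 probes tested, 284 changed, 129 of them higher (118 genes) and 155 lower (145 genes), and 0 genes had probes called both ways. By measured difference all 284 differed by at least 1.5-fold, and 76 rose and 83 fell by at least 2-fold. Of the 284, 6 were detected on no control array and 13 on no microvesicle array. Their changes have only bounds, which can be smaller than the measured difference. At an unadjusted p under 0.05 there were 932 probes. In all 284 the groups did not overlap, which follows largely from passing the test and adds no support. The groups did not overlap in 57.5% of all kept probes. Chance gives 33.3% for unselected probes, but the detection filter favours probes high on both arrays of a group. The count and its balance depended on scaling. With the medians of all probes aligned in place of quantile normalization, limma called 0 probes (398 at an unadjusted p under 0.05), and the median log2 fold change of the kept probes moved from -0.06 to -0.39. With the medians of the kept probes aligned, a scaling chosen after seeing the data, 76 were higher and 277 lower. That fit gave Inmt, Spon2 and Crabp1 the same SE, 0.30, which was also the median SE. Its calls thus rested on the size of the change and not on the spread of each probe. Leaving out 1 array set 2 samples against a lone one and changed the probes tested, and 1 probe was called without control replicate 1 (of 5464), 10 without control replicate 2 (of 4682), 0 without microvesicle replicate 1 (of 4600, 1102 unadjusted) and 0 without microvesicle replicate 2 (of 5295, 778 unadjusted). Over these fits the log2 fold change of Crabp1 ranged from -2.41 to -1.35, the widest range among the named genes that passed, followed by Atp5j (0.74 to 1.57), and that of Spon2 from 3.98 to 4.19.

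Genes of cholesterol and fatty acid synthesis were higher as a list. Of 10 members kept, 6 rose, 0 fell and 4 did not pass, and the same 6 rose when adjusted over the list alone. The 6 all encode enzymes of the sterol pathway. Fdps, which encodes farnesyl diphosphate synthase, rose by 2.29 on the log2 scale, from 8.44 ± 0.29 to 10.73 ± 0.14 (SD, n = 2, limma adjusted p = 0.0029). Sqle, which encodes squalene epoxidase, rose by 1.86 on its brighter probe. Hmgcs1 rose by 1.60, Mvd by 1.51 and Cyp51 by 1.42. Nsdhl, not detected on either control array, rose at least 2.68-fold, and its other kept probe was at least 1.10-fold higher (adjusted p = 0.33). Acly (0.49), Insig1 (0.37, detected on 1 control array), Srebf2 (0.18) and Ebp (not detected on either microvesicle array) did not pass. The list median was 1.45, or 1.42 with Nsdhl and Ebp at their bounds (camera adjusted p = 1.2e-06). With fry the list passed only narrowly (fry adjusted p = 0.0456). With an estimated correlation, which was -0.028 and so below the preset 0.01, the camera p was 0.0299 and the adjusted p = 0.567. A higher correlation among the members was thus not what removed the call. In that setting the camera p-value also rests on the few degrees of freedom of 4 arrays, where a list can hardly pass adjustment. The lost call there thus does not decide whether the list changed. The median was 0.85 without background correction and 0.75 with the medians of all probes aligned. With no detection filter the median was 0.05, over all 25 members on the array, most of them not kept.

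The mitosis list was also called, with a median of 0.61 over 5 kept members (camera adjusted p = 0.0226, and adjusted p = 0.95 with an estimated correlation). Birc5, which encodes an inhibitor of apoptosis that acts in chromosome segregation, rose by 0.85 (0.77 and 0.68 on its other kept probes, adjusted p = 0.104 and 0.127), and Birc5 and Aurka rose when adjusted over the list alone. The median was 0.35 without background correction, where the call was kept. The call was lost with the medians of all probes aligned (median 0.011, camera adjusted p = 0.131) and of the kept probes aligned (0.45, camera adjusted p = 0.227). The call was lost with no detection filter (0.042 over all 24 members on the array, camera adjusted p = 0.0837) and with trend and robust estimation (0.61, camera adjusted p = 0.0628). It was also lost without control replicate 1 (0.38, adjusted p = 0.0542), microvesicle replicate 1 (0.54, adjusted p = 0.221) or microvesicle replicate 2 (0.65, adjusted p = 0.16). Of the 19 lists tested, 2 passed with camera (4 at an unadjusted p under 0.05), 0 with an estimated correlation (1 unadjusted) and 1, cholesterol and fatty acid synthesis, with fry (3 unadjusted). The count of 0 with an estimated correlation rests on few degrees of freedom and decides about no list.

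Genes of matrix and contraction went both ways. Of 18 kept members of the fibrillar collagen and matrix list, 2 rose, 1 fell and 15 did not pass, against 2 and 2 adjusted over the list alone. Lox, which encodes the collagen cross-linking enzyme lysyl oxidase, rose by 1.46, and Thbs2 rose by 0.89 (0.060 with the medians of all probes aligned, and 0.50 with those of the kept probes, adjusted p = 0.308). Col6a1 had a log2 fold change of -1.05 on 1 probe and of -0.49 on its other kept probe (adjusted p = 0.327). In the contractile list Tpm1 rose by 1.90 (0.99 with the medians of all probes aligned) and the smooth muscle actin gene Acta2 by 1.43, and the focal adhesion gene Zyx had a log2 fold change of -1.01, out of 6 kept, with the same counts adjusted over the list alone. The other 3 probes of Acta2 were not kept. In the TGF-beta pathway list Ccn2 rose by 1.44 and Ccn1, detected on 1 control array, by 0.89, out of 5 kept, and the list alone gave 2 as well. Tgfb1 had a log2 fold change of -0.17 (adjusted p = 0.598). Tgfb2, Has2 and Col1a1, each with a single probe, were not detected on any array. On arrays this dim that does not show that their transcripts were absent. Mmp2, which encodes a gelatinase, rose by 1.68, the only 1 of 7 kept members of the metalloproteinase and plasminogen list to pass, as over the list alone. Camera passed none of these 4 lists.

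Growth factor genes also went both ways. Igfbp6 rose by 1.73 and Fgfr1 by 0.92, while 1 probe of Igfbp4 (-1.81) and Igf2 (-0.81) fell, out of 10 kept, with 3 higher and 2 lower adjusted over the list alone. Of 7 kept p53 targets, Trp53inp2, not detected in controls, rose at least 1.73-fold and the cell cycle inhibitor gene Cdkn1a had a log2 fold change of -0.96 (-0.33 on its other kept probe, adjusted p = 0.399). Of 6 kept heat shock genes, the chaperone gene Hspa8 rose by 1.66 on 1 probe (-0.43 on its other kept probe, adjusted p = 0.278) and the co-chaperone gene Bag3 had a log2 fold change of -1.01. Of 6 kept genes of endoplasmic reticulum stress, the chaperone gene Calr rose by 1.59 and the transcription factor gene Ddit3 by 0.73 (-0.22 with the medians of all probes aligned). Single rises were found in the lists of chemokines and cytokines (Cxcl12, 1.10 and 1.08 on its other kept probe, adjusted p = 0.0523, of 5), oxidative stress (Gsta4, 1.06, of 6), oxidative phosphorylation (Atp5j, 1.17 and 0.08 on its other kept probe, adjusted p = 0.848, of 23) and DNA replication (Cdc45, 0.93, of 7). In the lysosome list Rab7 rose by 1.30 and the cathepsin gene Ctsa by 1.09, of 15. Adjusted over the list alone, these 8 lists after growth factors gave the same counts. Some members counted as not passing had another probe that passed. These were Sparc of the matrix list (0.82, against 0.77 on its list probe), Fth1 of oxidative stress (-0.83 against 0.35) and Atp6v0d1 of the lysosome list (0.99 against 0.56, and -0.22 on a further probe). Rpl3 had a log2 fold change of -0.77, the only 1 of 35 ribosomal protein genes to pass, and 0 passed over the list alone. No named gene passed with the medians of all probes aligned. The largest changes kept their direction there, with Inmt at 4.83 (limma adjusted p = 0.295), Spon2 at 3.32 and Crabp1 at -2.59. Of the 62 named probes, 4 changed sign in that setting. With those of the kept probes aligned, Thbs2, Fgfr1, Cdc45, Birc5, Cxcl12, Ddit3, Gsta4, Rpl3 and Ctsa did not pass. Without background correction Ccn1, Fgfr1, Trp53inp2 and Rpl3 did not. With the submitters' processed values Igf2 (-0.75, limma adjusted p = 0.0636) and Ddit3 did not. Ddit3 also did not pass with the replicate number as a block.

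No member passed, over all probes or over the list alone, in the interferon list (5 kept, Gbp2 0.49 and Ifi35 0.29), the immediate early list (5 kept, Jun -0.58 and Junb -0.55), the hypoxia and glycolysis list (10 kept, Pfkl -0.81 and Tpi1 -0.57) or the hyaluronan list (4 kept, Gfpt2 -0.26 and Hyal2 0.22). Jun, Pfkl and Gfpt2 were detected on 1 of the 2 microvesicle arrays. Median and test differed in sign in some lists. The contractile list had a median of -0.18, a mean of 0.26 and a camera direction of up, and the DNA replication (median -0.06) and interferon (median -0.01) lists also had negative medians with positive means and a camera direction of up. The metalloproteinase list had a median of -0.16 and a mean of 0.06, with camera down. The matrix list (median 0.06) was up by camera and down by fry, and the inflammatory list (median -0.20) down by camera and up by fry.

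**Figure D3:**
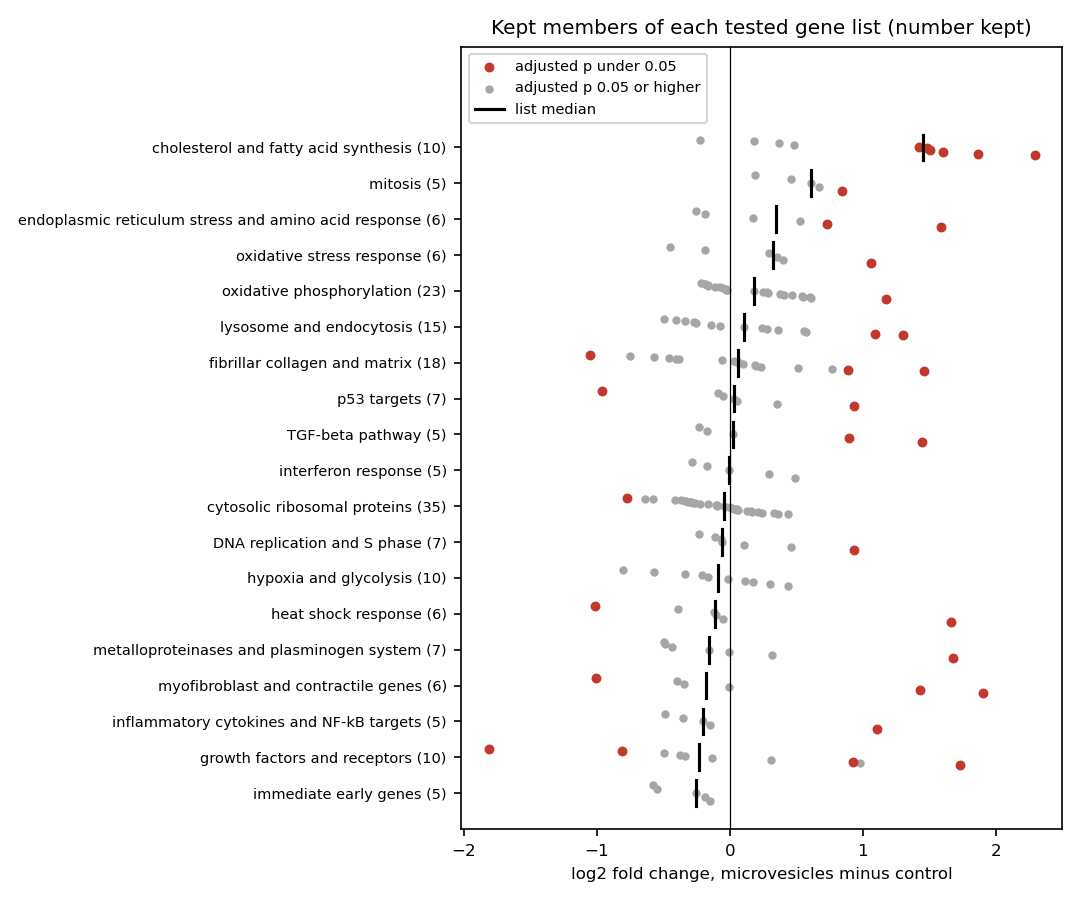
Log2 fold change (microvesicles minus control) of each kept member of the 19 tested gene lists, 1 point per gene, with the number of kept members in parentheses and the list median as a vertical bar. Cholesterol and fatty acid synthesis has the highest median, 1.45, and 6 of its 10 members passed. Genes not detected in a group are drawn at their measured difference.

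Transcripts typical of cardiomyocytes, the cells that released the microvesicles, were looked for in the treated fibroblasts. Of 35 markers, 32 were on the array and 22 were detected on no array. Detection on both microvesicle arrays and neither control array was found for 0 markers, and the reverse for 3, Des, Ldb3 and Eno3. Tnnc1 was detected in both groups. Nppa and Actc1 were not detected on any array, and of 2 Myh6 probes 1 was detected, on microvesicle replicate 1 alone. The 4 markers kept had a median log2 fold change of -0.21, or -0.11 with the 3 found in controls alone at their bounds (Ldb3 at no change), and 0 passed. Eno3 was at least 1.16-fold lower (adjusted p = 0.169) and Des at least 1.20-fold lower (adjusted p = 0.286) with microvesicles. That median was 0.011 without microvesicle replicate 1, -0.092 without microvesicle replicate 2 and 0.036 with the medians of the kept probes aligned, a scaling chosen after seeing the data. Of other cell types, 0 endothelial markers were kept, 1 macrophage and leukocyte marker (Lyz1, 0.31, adjusted p = 0.42) and 1 adipocyte marker (Lep, 0.18, adjusted p = 0.568), each detected on 1 control array. Absence from dim arrays does not exclude low levels of these transcripts.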

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

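Median scaling over the kept probes and the crossed replicate block were chosen after the data had been seen. Against 284 changed probes (129 higher, 155 lower), the count was 0 (0 and 0, 398 unadjusted) with the medians of all probes aligned, 29 (14 and 15) with no detection filter, 593 (261 and 332) with trend and robust estimation, and 67 (41 and 26) at adjusted p under 0.01. Leaving out 1 array gave 0 to 10 changed, 0 to 9 higher and 0 to 1 lower. Each such fit has a lone sample in 1 group, assumed to vary like the other group, and tests 4600 to 5464 probes against 3762, so lost calls there do not measure stability. With the medians of the kept probes aligned, 76 were higher and 277 lower, a share higher of 21.5% against 45.4%, and 196 of the 284 probes were shared. That fit used 1 common variance (SE 0.30), so its calls rested on the size of the change alone. The kept-probe median log2 fold change was -0.06 in the reported setting, -0.39 with all-probe medians aligned and 0.05 with kept-probe medians aligned. The submitters' processed values called 290 probes, 264 of them shared. Those values had 95th percentiles of 42.2 to 42.5 on the 4 arrays, and near-equal medians. Their distributions were thus already alike, and this setting does not test the choice of scaling. All-probe medians lie in the background, so aligning them leaves the brightness differences of detected probes in place. The median SE was 0.34 there and 0.19 in the reported setting.

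The number of lists called was 2, and 1 with kept-probe medians aligned, no detection filter, trend and robust estimation or fry, 0 with an estimated correlation (1 unadjusted), and 1 to 3 when leaving out an array. It was 1 under the stricter filter, where only 7 lists against 19 could be tested and mitosis was not among them. The sterol list median kept its sign and its camera call except with an estimated correlation (1.45, adjusted p = 0.567), and its camera adjusted p otherwise ranged from 3.2e-09 to 0.0062. The mitosis call was lost with all-probe medians aligned (0.011), kept-probe medians aligned (0.45), no detection filter (0.042), trend and robust estimation (0.61) and an estimated correlation (0.61), and its median was 0.35 without background correction and 0.38 to 0.65 when leaving out an array. The cardiomyocyte median was -0.41 with all-probe medians aligned, 0.036 with kept-probe medians aligned, -0.0050 with no detection filter, 0.017 with the stricter filter and -0.21 to 0.011 when leaving out an array, against -0.21. The cardiomyocyte list had too few kept members for an estimated correlation. With no detection filter the medians of these lists were taken over all members on the array, most of them not kept. Under detection p below 0.01, 0 markers were detected in the microvesicle group alone and 2 in controls alone. Of named genes, values changed sign for Des (0.0069) with kept-probe medians aligned, for Hyal2 (-0.35), Gbp2 (-0.25), Ifi35 (-0.051) and Ddit3 (-0.22) with all-probe medians aligned, and without microvesicle replicate 2 for Gfpt2 and Hyal2. Leaving out an array gave -0.54 to 0.0066 for Gfpt2 and -0.033 to 0.51 for Hyal2. The cause was not tested. Of 50 called named probes, 1, Ddit3, changed sign in any setting, and 41 did not pass with no detection filter, where 25697 probes were tested. The replicate block called 313 probes (140 and 173). Deviations of samples with the same number correlated with r = -0.13 across genes. With only 2 pairs, that r cannot tell whether the numbers pair the samples. The crossed block called 396 probes (190 higher, 206 lower).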

Other observations

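The tests on histone genes, on chip position, on cardiomyocyte RNA, on other splits of the arrays and on probe pairs counted per gene, and the aligning of kept-probe medians, were chosen only after the result was seen. Histone genes were no list fixed in advance. Of 13 kept histone genes, 5 rose and 0 fell, all 5 of the H2A family: H2ac20 (2.21), H2ac24 (2.09), H2ac7 (1.54), H2ac12 (1.43) and H2ac11 (1.24). The other 8 did not pass, among them the H2A genes H2ac15 (0.65, adjusted p = 0.07) and H2ac18 (0.10, adjusted p = 0.817), and H2bc7 (-0.24). H4c11 was at least 1.24-fold lower and did not pass either. The median of the 13 was 0.10, at percentile 90.3 of 10000 random lists matched on mean log2 signal, and members going both ways leave that test open. These H2A genes are near-identical in sequence, so 1 transcript may bind several of their probes and the 5 rises may not be separate. Among genes often taken as references, 0 of 5 kept probes passed, with Actb at -0.19, 0.90 and -0.72 and Gapdh at 0.61 and 0.18.

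The rise of sterol synthesis genes was weighed against technical sources. A trend of fold change with brightness is argued against, since the list median lay at percentile 100 of 10000 random lists matched on mean log2 signal. A single array as the source is argued against too, since the lowest median on leaving out an array was 1.20. Position on the chip stays open, since 0 positions held both groups, and position and treatment cannot be told apart. The treatment itself, or another difference between the cultures, may account for the rise, and neither was tested.

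The 284 changed probes were weighed against errors of single probes and of sampling. Among 86 pairs of probes of 1 gene with at least 1 called, 84.9% went the same way (Wilson 95% interval 75.8% to 90.9%). The pairs come from 58 genes and are not independent. In 47 genes (81.0%, Wilson 69.1% to 89.1%) every pair went the same way. Both probes were called in 15 of the 86 pairs, so the agreement is mostly in direction alone. The share among pairs with no call was not computed. The directions argue against error of single probes as the whole source, but not against such error in a given probe. Fold changes of array pairs that share no array correlated across genes with r of at least 0.58. Genes are not independent replicates, and a difference that touches many genes of an array would also give such an r. The detection filter adds to it, since it favours probes high on both arrays of a group. The r thus does not decide whether sampling of arrays is the source. The 3 splits of the 4 arrays are too few for a share under 0.05 (284 probes in the real split, 1 of the 3, and 0 in the highest other). The balance of higher and lower calls stays open, since aligning kept-probe medians gave 76 higher and 277 lower. That fit used 1 common variance for all probes.

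Cardiomyocyte RNA carried into the treated cells is a candidate source of the largest rises. If it held the listed markers in amounts these arrays detect, they would appear with microvesicles alone, but 0 list members were detected on both microvesicle arrays and neither control array. The RNA of the microvesicles was not measured, and 22 of 32 markers were detected on no array. The count thus shows only that transfer of these markers was not seen, at the level these arrays detect. The largest rises were in genes outside the marker list, and their source stays undecided. RNA with another makeup was not tested.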
